# Premature Activation of Immune Transcription Programs in Autoimmune-Predisposed Mouse Embryonic Stem Cells and Blastocysts

**DOI:** 10.3390/ijms21165743

**Published:** 2020-08-11

**Authors:** Oktay Kirak, Eugene Ke, Kevin Y. Yang, Anna Schwarz, Lars Plate, Amy Nham, Justin R. Abadejos, Anna Valencia, R. Luke Wiseman, Kathy O. Lui, Manching Ku

**Keywords:** embryonic stem cells, autoimmunity, non-obese diabetic mice, predisposition, RNA-Seq, ChIP-Seq, cytokines, chemokines, multi-omic analyses

## Abstract

Autoimmune diabetes is a complex multifactorial disease with genetic and environmental factors playing pivotal roles. While many genes associated with the risk of diabetes have been identified to date, the mechanisms by which external triggers contribute to the genetic predisposition remain unclear. Here, we derived embryonic stem (ES) cell lines from diabetes-prone non-obese diabetic (NOD) and healthy C57BL/6 (B6) mice. While overall pluripotency markers were indistinguishable between newly derived NOD and B6 ES cells, we discovered several differentially expressed genes that normally are not expressed in ES cells. Several genes that reside in previously identified insulin-dependent diabetics (Idd) genomic regions were up-regulated in NOD ES cells. Gene set enrichment analysis showed that different groups of genes associated with immune functions are differentially expressed in NOD. Transcriptomic analysis of NOD blastocysts validated several differentially overexpressed Idd genes compared to B6. Genome-wide mapping of active histone modifications using ChIP-Seq supports active expression as the promoters and enhancers of activated genes are also marked by active histone modifications. We have also found that NOD ES cells secrete more inflammatory cytokines. Our data suggest that the known genetic predisposition of NOD to autoimmune diabetes leads to epigenetic instability of several Idd regions.

## 1. Introduction

Autoimmune diabetes, also known as type-1 diabetes (T1D), is a multifactorial disease with a well-known and growing number of disease-relevant genes [1]. In addition to human leukocyte antigen (HLA) class II alleles, many other non-HLA genes have been identified, including INS, PTPN22, CTLA4, IL2RA and IFIH1, with more to come [2,3,4,5,6]. 

In addition to the genetic makeup, environmental factors are known to contribute to disease onset. However, such triggers are composed of a highly heterogeneous group of factors that have been implicated to promote disease onset [7]. These include infections (e.g., enteroviruses) [8,9], birth (e.g., birth weight, or caesarean section) [10,11] and dietary factors (e.g., gluten) [12,13,14], as well as β-cell stress (e.g., overweight, puberty or trauma) [12]. Further, increased secretion of cortisol caused by psychological stress has also been postulated to play a role in the onset of T1D [15]. Recently, we showed that a B cell Receptor (BCR) mouse model derived from an early pancreas-infiltrating B cell from NOD mice expressed several nucleic acid sensing receptors [16]. However, no single environmental trigger can induce the onset of T1D. It is more likely that certain environmental triggers combined with genetic risk factors increase the potential to develop T1D.

The non-obese diabetic (NOD) mouse model spontaneously develops T1D and shares many similarities with the pathologies found in human patients [17,18]. The NOD strain was initially generated in Japan by selecting for a cataract-prone strain from the outbred ICR line [19,20]. At generation six of the ICR inbreeding program, Ohtori and colleagues started to establish two additional separate inbred lines based on high or normal fasting serum glucose levels. As the breeding program continued, mice emerged with glucosuria and hyperglycemia in the initially normoglyemic substrain, which became the NOD strain. Additionally, a normoglycemic substrain was established from the initial hyperglycemic substrain, which became the NON strain [21]. Although the cataract trait was present initially during the breeding programs, it was lost later in both NOD and NON strains. Contrary to NOD, the inbred C57BL/6 (herein referred to as B6) strain develops no autoimmune diseases and has low susceptibility to tumors [22]. It is the most commonly used mouse strain in a broad range of research areas.

Here, we report on the derivation and characterization of embryonic stem cells from the two inbred strains NOD and B6. While the expression of pluripotency genes was similar among NOD and B6 strains and at comparable levels to existing V6.5 (B6x129/JaeF1) ES cells, a detailed transcriptional assessment between the two inbred strains revealed several significant differences, such as the overexpression of γ-Crystalline D and several known insulin-dependent diabetes (Idd) and additional immune-related genes. Strikingly, analysis of NOD and B6 blastocysts confirmed early expression of some Idd genes that we had initially identified in ES cells, validating our observations of premature activation of the immune transcriptional program in the genetic predisposed NOD strain.

## 2. Results

### 2.1. Derivation of ES Cells from the Inbred Strains NOD and B6

ES cells can be derived from the inner cell mass of pre-implantation blastocysts. Two compounds, a MEK inhibitor and a GSK3 inhibitor, have been identified that facilitate derivation of ES cells from un-manipulated as well as cloned (a.k.a. somatic cell nuclear transfer) NOD blastocysts [16,23,24,25]. The culture conditions are referred to as 2i. We successfully derived 22 NOD ES cell lines from 24 fertilized NOD blastocysts (over 90% efficiency). Given that only male ES cell lines are used for gene targeting, we focused our further characterization on male ES cell lines (NOD-5 and -6). We also derived ES cell lines from other mouse models as controls: NZB/BlNJ (NZB), which is predisposed to several autoimmune diseases, such as hemolytic anemia that closely resembles symptoms of systematic lupus erythematosus; and BL/6 (B6), a pure background mouse strain that does not develop diabetes. Additionally, we used V6.5 (C57B6 x 129S4/SvJae), a mixed background ES cell line that has been extensively and successfully used for gene targeting purposes [26]. Alkaline phosphatase staining, and embryoid body formation revealed no obvious differences among the tested ES cell lines (Figure S1a,b). Quantitative real-time PCR (RT-PCR) was performed to determine the expression levels of pluripotency genes Pou5f1 (Oct4), Sox2 and Nanog, as well as markers indicating differentiation, such as Brachyury, Bmp2, Bmp4, Nestin, Gata4, Sox17 and Hoxa7a. Overall, the expression levels of the pluripotency genes showed little to no difference, while none of the tested ES cell lines expressed markers indicative of differentiation (Figure S1c). In addition, immunofluorescence experiments confirmed the expression of pluripotency genes Oct3/4 and Sox2 at protein levels (Figure S1d). As shown in Figure S1e, germline transmission was achieved in both B6 and NOD ES lines.

### 2.2. Transcriptional and Proteomic Comparison between NOD and B6 ES Cells

In order to study if early embryonic gene expression plays a role in predisposition in autoimmune diabetes, we performed stranded mRNA-Seq on ES cell lines from NOD, B6, NZB and V6.5 (Figure 1a). All ES cells, including V6.5 were cultured under the same 2i conditions in the absence of feeder cells to minimize variability. For primary analysis, we compared the results with RNA-Seq data derived from several mouse tissues available from the ENCODE consortium [27] (Figure S2). Hierarchical clustering of gene expression data demonstrated that NOD, B6 and NZB ES cell lines derived from our lab cluster closely together with published expression data from V6.5, further confirming their similarity to existing embryonic stem cell lines and not to differentiated tissues (Figure S2). Interestingly, the B6 ES cell line “bruce4” showed a transcriptionally distinct profile from all the ES cell lines analyzed, which may partly explain its limited success for gene targeting approaches, meaning that germline transmission was often achieved, but was not reliable [28]. Nonetheless, our RNA-seq data demonstrated that bruce4 has a similar but yet distinguishable profile to all other ES cell lines including V6.5.

Given that NOD and B6 ES cell lines were similarly pluripotent, we closely investigated whether there are differentially expressed genes that would give clues to the potential to develop autoimmune diabetes. We focused our analysis on NOD ES cells and compared them to B6. As shown in Figure 1a, NOD ES lines clustered closely together, while B6 clustered together with V6.5. Interestingly, we found a cluster of genes that was uniquely expressed in NOD ES cells, while another cluster was unique to B6. In total, 994 genes were uniquely overexpressed in diabetes-prone NOD ES cell lines, while 886 genes were overexpressed in B6 ES cell lines (Figure 1b). To our surprise, among the top genes that were differentially expressed in ES cells and most abundant in NOD was γ-Crystallin D. γ-Crystallin D is normally expressed specifically and exclusively in the lens of the eye [5,6]. Unlike α-Crystallins, which are more ubiquitously expressed and can function as heat-shock proteins, γ-Crystallins have no heat-shock protein function, are very restricted in their expression and overexpression has been linked to cataract development [29,30].

In order to validate and quantify the differences in genes products and to validate that overexpressed transcripts are translated into more proteins, we performed quantitative proteomics using tandem mass tags (TMT) [9,10,11]. We were able to detect a total of 4147 proteins using TMT. Among these proteins, 99 proteins were differentially expressed in NOD (32 up-regulated) and B6 (67 up-regulated) ES cells including γ-Crystallin D in NOD and Aim2 in B6 (right panel in Figure 1b; red dots in Figure 1c). We were also able to demonstrate that pluripotency genes, such as Oct4 (Pou5f1), Nanog and Sox2 are equally expressed at protein levels in NOD and B6 ES cell lines (blue dots in Figure 1c). We performed gene set enrichment and pathway analysis using the Ingenuity Pathway Analysis algorithm (IPA, Qiagen), and found that genes that are up-regulated in NOD ES cells are preferentially enriched in pathways related to inflammation and immune functions (Figure 1d,e).

### 2.3. De-repression of Idd Genes and Other Immune-Related Genes in Diabetic-Prone NOD ES Cells

Given the unexpected finding of γ-Crystallin D overexpression in NOD ES cell lines, we reasoned that other disease-relevant genes might be also activated in diabetes-prone NOD ES cells specifically, but not in systematic lupus erythematosus-prone NZB, nor in diabetes-resistant B6 and v6.5 ES cells. Thus, subsequent RNA-Seq analysis was focused on the differences among the diabetes-prone NOD ES cell lines and the diabetes-resistant B6 ES cell lines, which are both pure backgrounds. Our analysis showed premature expression of immune-related genes in insulin-dependent diabetes (Idd) regions in NOD. We cross-referenced our list of genes that were up-regulated in NOD ES cell lines with the known Idd loci and identified 58 genes within various Idds (Figure 2a). Among these genes were well-known important players of T1D, such as H2-K, H2-D, H2-L, Tap1 and Tap2. Tap1 and Tap2 are transporters for cytoplasmic peptides, are part of the MHC-I-peptide loading complex and are thus involved in antigen processing and presentation [7]. Using published Hi-C data in mouse embryonic stem cells [31], we found that Idd1, Idd4.2Q, Idd9.1 and Idd16.1 genes that are up-regulated in NOD compared to B6 localized in the same topologically associating domains (TADs), suggesting that they are transcriptionally co-regulated due to their proximity to each other and physical interaction at the genomic level (Figure 2b and Supplemental Figure S3a–d) [32].

Given that T1D is a multifactorial autoimmune disease, we further focused our analysis on immune-related genes. Strikingly, we found many other immune-related genes are differentially expressed in NOD and B6 ES cells: Aim2 (Absent in melanoma 2) was overexpressed in B6, while Tlr2 was overexpressed in NOD (Figure 2c) [8]. Aim2 plays an important role in innate immunity by functioning as a cytoplasmic DNA sensor, and by triggering activation of the inflammasome through Asc (apoptosis-associated Speck-like protein containing a caspase activation and recruitment domain). Asc is encoded by Pycard and plays a central role in recruiting procaspase-1 to the complex, which then can lead to activation of caspase-1 and the inflammasome. Interestingly, Pycard was expressed in both NOD and B6 ES cells, albeit at higher levels in NOD ES cells (Figure 2c).

### 2.4. Characterization of Diabetes-Prone and Diabetes-Resistant Preimplantation Embryos

Using RNA-Seq and mass spectrometry (MS) analyses, we had identified several immune-related genes that were prematurely and differentially overexpressed in diabetes-prone NOD ES cells compared to B6 ES cells. Thus, we hypothesized that genetic predisposition to T1D may manifest transcriptionally at the early embryonic stage resulting in differentially expressed immune-related genes in healthy and disease-prone embryos. Even though primary ES cells serve as a good proxy for studying transcription and chromatin states of the pre-implantation embryonic stage, it is possible that the transcription programs in NOD and B6 ES cell lines may differ from the developing embryos due to in vitro culturing conditions or stress applied to the inner cell mass (ICM) during the process of ES cell derivation. In order to validate our findings in ES cells in vivo, we assessed gene expression directly in pre-implantation embryos. 

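The blastocyst data were 3 low-input libraries, 1 from B6 and 2 from NOD, so that the spread between replicates is known for NOD only. SMART-Seq V4 copies the RNA of a few cells into full-length cDNA and amplifies it by PCR, here with 19 cycles, without molecular identifiers. The paper's methods give single ICMs as the input, whereas the labels of the libraries give whole blastocysts, and values are therefore reported for blastocysts without assigning them to the ICM or the trophectoderm. The authors aligned the single-end reads of 50 bases to mm10 with STAR and counted reads on the exons of 1 RefSeq transcript per gene with HOMER, on both strands together. The deposited values are these counts without normalization. Counts on genes summed to 12505685 in the B6 library, 33891715 in NOD 1 and 36171013 in NOD 2. Of 24063 genes, 13795 had at least 1 count in B6, 14776 in NOD 1 and 15100 in NOD 2. Counts were scaled by edgeR's TMM factors to CPM, the usual scale of counts relative to library size, on which scale 1 count stood for 0.0734 CPM in B6, 0.0303 in NOD 1 and 0.0294 in NOD 2. A count of 0 in B6 allows a level of up to 0.220 CPM (3 counts). Such limits, and the exact 95% intervals given for ratios of counts, cover counting error only, since amplified reads are not independent molecules.

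NOD was compared with B6 by edgeR's quasi-likelihood test on the 14456 genes kept by filterByExpr, with Benjamini-Hochberg adjustment. A gene was called up- or down-regulated at an adjusted p under 0.05 and a change of at least 2-fold, the limits that the paper gives for pathway analysis of its ES cells. The spread rests on 1 residual degree of freedom, moderated across genes, and the B6 library is assumed to vary like the NOD libraries. By itself, an exact permutation of 1 library against 2 cannot give less than p = 0.333. Across the genes tested, Pearson's r of log2 CPM was 0.952 between the NOD libraries, 0.832 between B6 and NOD 1 and 0.817 between B6 and NOD 2 (genes are not independent replicates).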

We isolated the ICM from NOD and B6 blastocysts using standard immunosurgery and performed low-input RNA-Seq on ICMs isolated blastocysts using the SMART-Seq V4 Ultra-low RNA-Seq library protocol (Takarabio). Differential gene expression from NOD blastocysts showed that Idd1 and immune-related genes are also up-regulated in NOD pre-implantation blastocysts compared to B6 (Figure 3a), consistent with our gene expression data obtained from ES cells. 

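In total, 1483 genes were up-regulated in NOD blastocysts and 1069 were down-regulated, and 5763 genes had an unadjusted p under 0.05. The choice of test and the filter on low counts moved these numbers most. No gene passed with limma-voom, where the smallest adjusted p was 0.0501 and 3924 genes had an unadjusted p under 0.05, and DESeq2 called 4252 genes. No gene passed in edgeR either when genes with low counts were kept (5568 with an unadjusted p under 0.05). The median log2 fold change of all genes was 0.26, with 58.1% of calls up, and it moved to 0.07, with 47.8% of calls up, when libraries were scaled by total counts only.

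**Figure D1:**
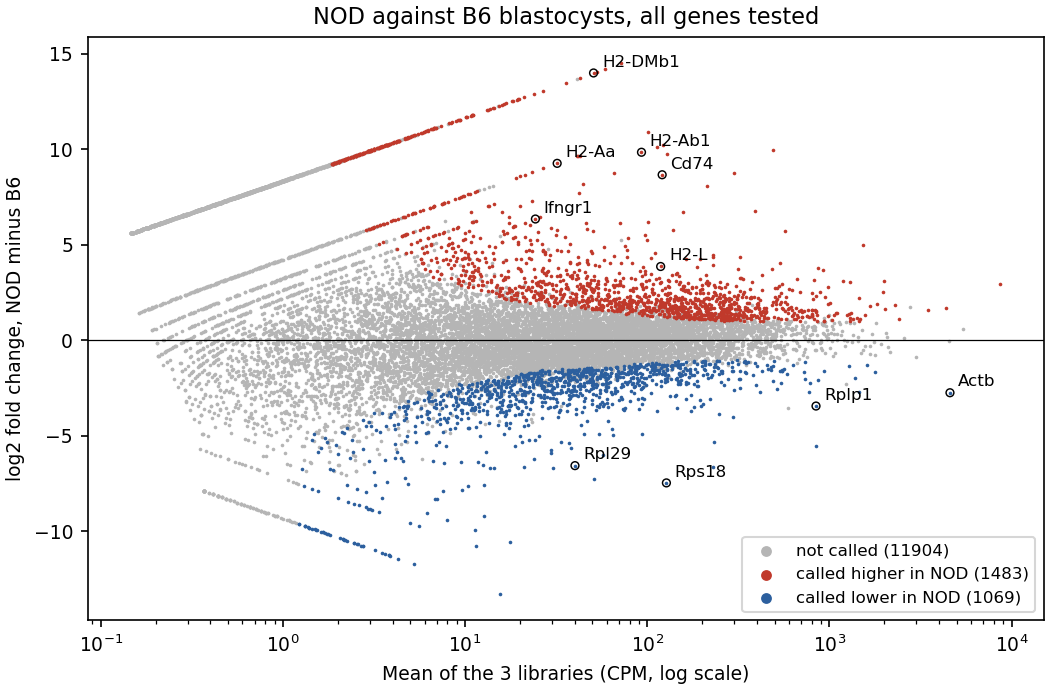
Log2 fold change of each gene tested (NOD minus B6) against its mean CPM over the 3 libraries on a log scale, with the 1483 up-regulated genes in red and the 1069 down-regulated genes in blue. The diagonal lines of points are genes at 0 or a few counts in B6 or NOD, whose fitted fold change depends on the prior count.

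The MHC class II genes of Figure 3a lie in the Idd1 region of chromosome 17 (mm10) and were near 0 in the B6 library. H2-DMb1 (NM_010387, 34153191 to 34160229) had 0 counts in B6, 2138 in NOD 1 and 2976 in NOD 2. This is 76.1 ± 16.1 CPM in NOD (SD, n = 2) and at least 345.5-fold higher than in B6 (adjusted p = 0.0190), although 27.2% of its 50-base words also occur in another gene. H2-DMa (NM_010386, 34122832 to 34139101) had 1 count in B6 and 152.1 ± 4.48 CPM in NOD, a ratio of 2072 with an interval from 372 to 81843. For H2-Ab1 (NM_207105, 34263227 to 34269418), with 2 counts in B6 and 139.4 ± 15.4 CPM in NOD, the ratio was 948 (262 to 7832). For H2-Aa (NM_010378, 34282751 to 34287771), with 1 count in B6 and 48.0 ± 9.53 CPM in NOD, it was 653 (117 to 25786). Their edgeR adjusted p was 0.0190 for H2-DMa and H2-Ab1 and 0.0196 for H2-Aa. In each of these genes the difference from B6 was larger than the spread between the NOD libraries.

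The class I gene H2-L (NM_001267808, 35263123 to 35266730) rose from 11.8 CPM in B6 (161 counts) to 171.7 ± 0.75 in NOD, a log2 fold change of 3.86 (standard error 0.33, adjusted p = 0.0196 from edgeR). Its transcript lies within H2-D1, so that reads on the shared stretch count for both genes. Reads of other class I genes placed on H2-L in NOD were not tested. Between 33.9 and 34.4 Mb of chromosome 17, 31 genes were tested, of which 8 were up-regulated and 4 down-regulated. Apart from the H2 genes, 21 were tested there, with a median log2 fold change of -0.80. Of these 21, Psmb9 was up-regulated and Rgl2, Rps18 and Brd2 were down-regulated. Rgl2, Brd2 and H2-K2 are named because of their values in the map of the region. Brd2 fell by 1.95 on the log2 scale. The log2 fold change of Rgl2 was -5.90, or -6.64 without NOD 1 and -5.42 without NOD 2. This window ends before H2-D1 and H2-L. From its end on to H2-L, most of the called genes were down-regulated, with H2-D1 and H2-L among the exceptions.

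**Figure D2:**
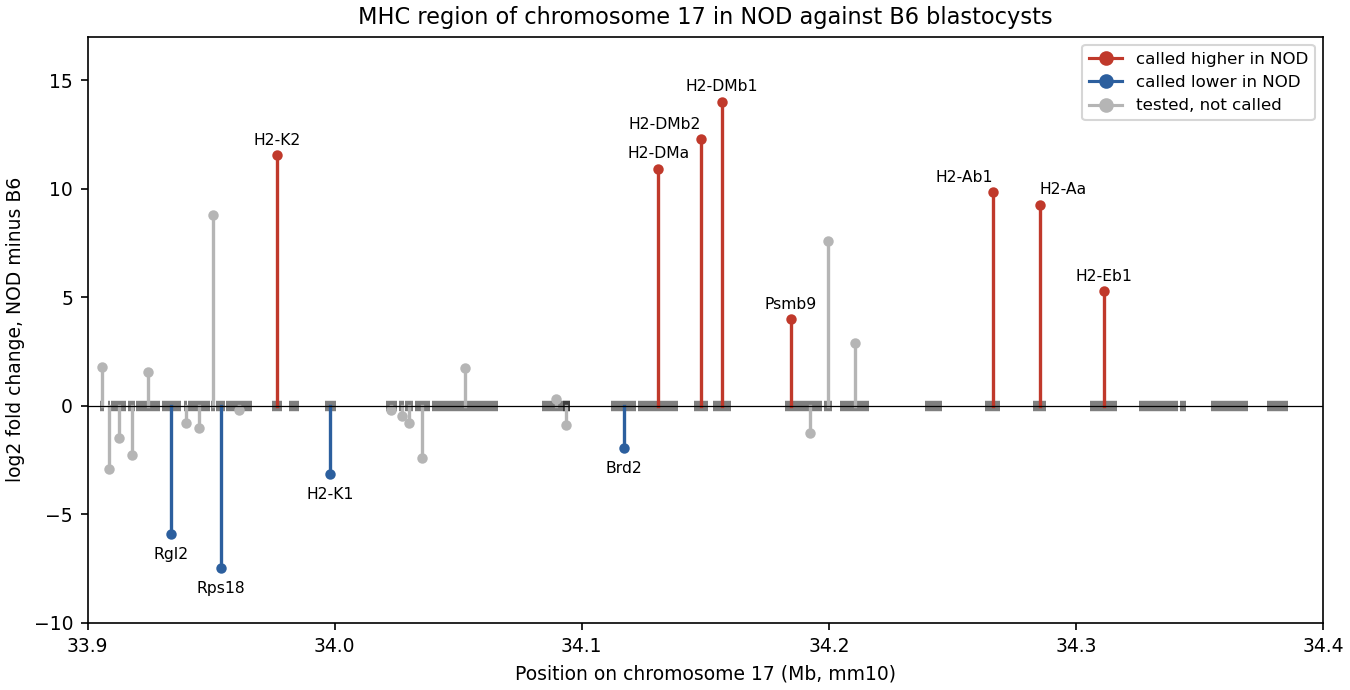
Log2 fold change (NOD minus B6) of the genes tested between 33.9 and 34.4 Mb of chromosome 17 (mm10), at the middle of each gene, with gene spans as grey blocks on the zero line. The 8 up-regulated genes, among them H2-DMb1 at 14.00, stand beside the 4 down-regulated genes, among them Rps18 at -7.48.

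The paper proposes, as a hypothesis, that a predisposition to T1D may show itself in transcription at the early embryonic stage. From Figure 3a, the paper states that Idd1 and immune-related genes are up-regulated in NOD blastocysts as they are in NOD ES cells. Not every gene that the paper names as higher in NOD ES cells followed in the blastocysts. H2-D1 and H2-L were up-regulated, H2-K1 was down-regulated, and Tap1, Tap2, Tlr2 and Pycard did not pass the threshold.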

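The 79 genes that encode the proteins of the cytoplasmic ribosome were all tested. Their median log2 fold change was -0.90 and their mean -1.08, with 58 genes lower than B6 in both NOD libraries and 18 higher in both. Among all genes tested, 39.4% were lower in both. The median was below zero under each scaling that was tried, between -1.08 with total counts only and -0.87 with genes of low count kept. Of the 79, 26 were down-regulated, and 31 were when adjusted over the list alone. The 1 gene up-regulated was Rpl7, named for its value, with a log2 fold change of 1.23 (adjusted p = 0.0439 from edgeR). Its call was lost with total counts only and with upper-quartile factors. Together the 79 genes held 36121 CPM in B6, 15945 in NOD 1 and 15816 in NOD 2.

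Rplp1 (NM_018853, chromosome 9, 61913283 to 61914510) gave the highest level of the genes shown in Figure 3b, 2139 CPM in B6 (29148 counts) against 195.9 ± 27.7 in NOD (SD, n = 2). Its log2 fold change was -3.45 (standard error 0.22, adjusted p = 0.0190). Rps18 (NM_011296, chromosome 17, 33951999 to 33955641) fell most, by 7.48 on the log2 scale (standard error 0.31, adjusted p = 0.0179), from 377.9 CPM in B6 (5149 counts) to 2.12 ± 0.25 in NOD (76 and 66 counts). Rpl29 on chromosome 9 fell by 6.57 and Rpl3 on chromosome 15 by 5.36. Rpl34-ps1, a pseudogene whose span lies within Rpl34 on chromosome 3, fell by 6.65, while Rpl34 itself fell by 3.87. The log2 fold change was -4.00 for Rps2 on chromosome 17, -3.55 for Rpsa on chromosome 9 and -2.86 for Rps19 on chromosome 7. Each of these genes passed the threshold, with edgeR adjusted p values from 0.0179 to 0.0196.

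Ribosomal protein genes have many near-identical copies, and a read that fits several places cannot be assigned from the counts. The share of 50-base words that also occur in another gene was 100% for Rpl34-ps1, 86.7% for Rps18, 85.6% for Rpl3, 79.03% for Rps2, 66.2% for Rpl29, 60.0% for Rplp1, 53.6% for Rps19, 43.9% for Rpsa and 37.9% for Rpl34. Small nucleolar RNA genes also lie within Rps2, Rpl3 and Rpsa.

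**Figure D3:**
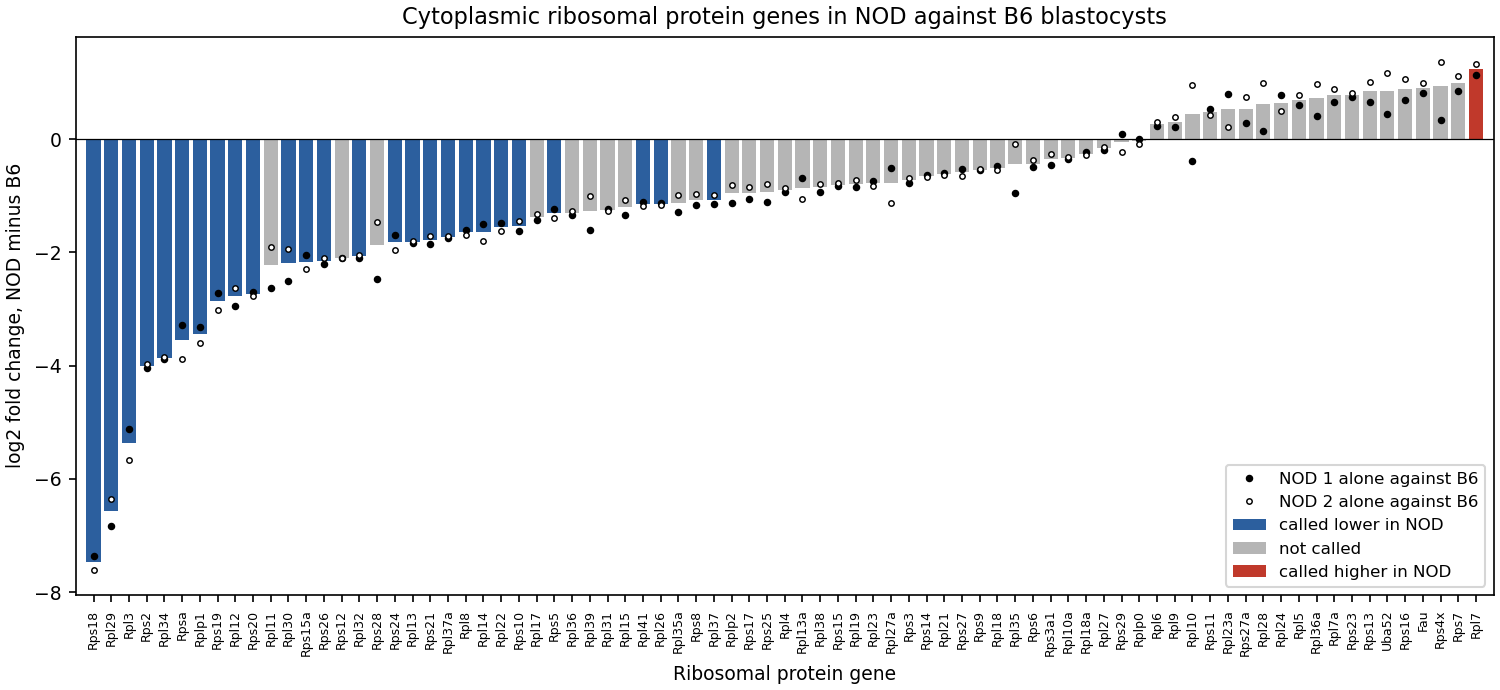
Log2 fold change (NOD minus B6) of the 79 cytoplasmic ribosomal protein genes in ascending order, as bars colored by call, with the value of each NOD library alone as points. The bars run from -7.48 for Rps18 to 1.23 for Rpl7, and 58 genes lie below zero in both NOD libraries.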

On the contrary, genes relevant to structural constituents of ribosomes are down-regulated in NOD pre-implantation embryos compared to B6 (Figure 3b). The down-regulation of ribosomal genes is consistent with previous observation of decreased ribosome synthesis in diabetic animal models [33]. 

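Figure 3c also places H2-D1 among the changed genes. H2-D1 (NM_010380, chromosome 17, 35263094 to 35267497), which contains the span of H2-L, had 1173 counts in B6, 12078 in NOD 1 and 11085 in NOD 2. It rose from 86.1 CPM to 345.6 ± 28.0 (SD, n = 2), a log2 fold change of 2.01 (standard error 0.26, adjusted p = 0.0230 from edgeR). Reads of other class I genes placed on H2-D1 in NOD were not tested. The association network itself was not repeated.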

Functional protein association networks analysis by STRING showed the genes which were up- or down-regulated and formed gene networks that are functionally closely related (Figure 3c,d). 

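Gene lists fixed by hand were tested in place of annotation categories, and no list for T cell activation or for Type I diabetes mellitus was tested. The lists for class II, antigen presentation and ribosomal proteins were chosen because the paper reports these groups as changed in its blastocysts. Their p values measure a pattern already seen in these data and are no independent evidence for it. The list for antigen processing and presentation held the class I and class II genes and those that load peptides. Of its 25 genes tested, 12 were up-regulated and 1, H2-K1, was down-regulated, the same numbers as when adjusted over the list alone. Chance would give 2.56 up-regulated genes (one-sided Fisher's exact test, p = 1.89e-06, adjusted p = 5.67e-06 over 6 such tests). The median log2 fold change was 3.11, or 2.22 with genes at 0 in B6 set to their lower bound. It lay above all of 10000 random lists matched on expression, of which 95% had medians from -0.44 to 1.11. The median was moved most by limma-voom, to 2.13. The MHC class II list, with 7 genes tested and 6 up-regulated, had a median of 9.85, or 8.43 at the bound (one-sided Fisher's exact test, p = 7.38e-06, adjusted p = 1.48e-05), and was also above every random list.

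Among the 79 ribosomal protein genes, 5.84 down-regulated genes were expected by chance (one-sided Fisher's exact test for the 26 found, p = 3.35e-11, adjusted p = 2.01e-10). All random lists matched on expression had a higher median, and so had all those matched on expression, length and GC content. The 77 mitochondrial ribosomal protein genes, which are structural constituents of another ribosome, went the other way. Their median log2 fold change was 0.58 and 12 were up-regulated, 16 when adjusted over the list alone, and none passed as down-regulated, against 1 when adjusted over the list alone. These 12 were no more than chance allows (one-sided Fisher's exact test, p = 0.0925, adjusted p = 0.139), and the median lay at percentile 85.2 of random lists matched on expression.

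Over 20 lists, limma's camera with a preset correlation of 0.01 gave an adjusted p = 8.87e-05 for both the class II and the antigen presentation list, 1.06e-08 for the ribosomal protein list and 6.02e-04 for the mitochondrial list. None of these held under limma's fry after adjustment (adjusted p = 0.167 for the class II, antigen presentation and ribosomal protein lists and 0.248 for the mitochondrial list). Before adjustment the fry values of the former lists were under 0.05 and that of the mitochondrial list was not.

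**Figure D4:**
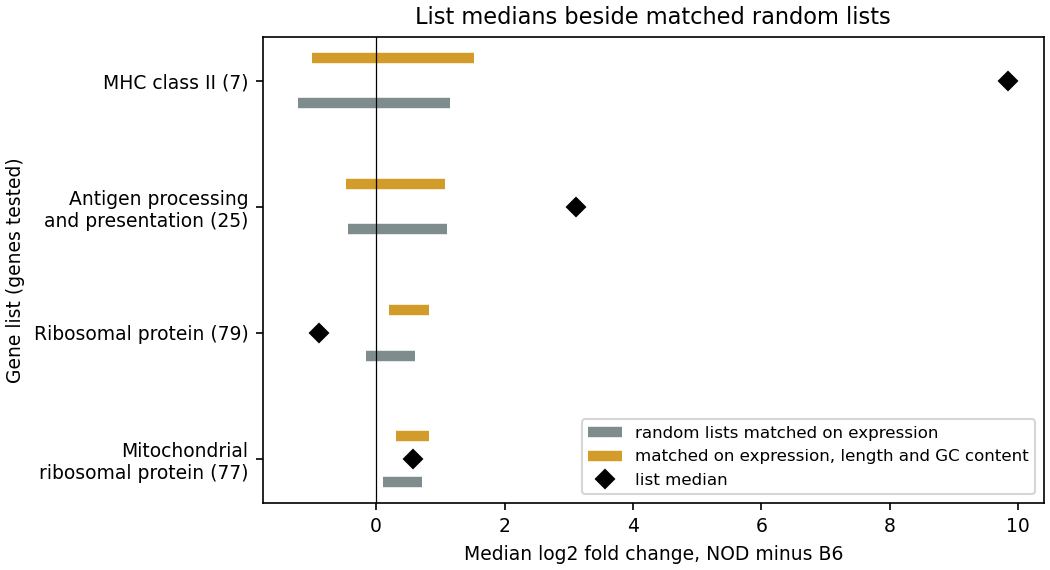
Median log2 fold change (NOD minus B6) of the genes tested in 4 lists (diamonds), with bars for the range that holds 95% of the medians of 10000 random lists matched on expression (grey) or on expression, length and GC content (yellow). The class II median of 9.85, the antigen presentation median of 3.11 and the ribosomal protein median of -0.90 lie outside their bars, and the mitochondrial median of 0.58 lies inside.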

We performed gene enrichment analysis and found that genes that are up-regulated in NOD blastocysts were enriched in categories for antigen processing, antigen presentation, T cell activation and Type I diabetes mellitus, while genes involved in the structural constituent of ribosomes were down-regulated (Figure 3e).

### 2.5. Epigenomic Characterization of Diabetic-Prone NOD ES Cells

To understand the potential epigenetic mechanism that contributes to the differential gene expression in NOD compared to B6 ES cells, we characterized chromatin states in ES cells, by chromatin-immunoprecipitation followed by sequencing (ChIP-Seq) to identify the genome-wide distribution of active histone mark, histone H3 trimethyl-K4 (H3K4me3), at promoter sites and active histone mark, histone H3 acetyl-K27 (H3K27ac), at enhancer sites [34,35]. We found an increase in H3K4me3 and H3K27ac in genes that were up-regulated in NOD ES cells (Figure 4a). Genes that were up-regulated in B6 ES cells, such as Aim2, also show a corresponding increase in H3K4me3 and H3K27ac (Figure 4b), while actively transcribing pluripotency factors such as Pou5f1 (Oct4) showed similar levels of these active histone modifications (Figure 4c). However, we also found a subset of these genes to show no dramatic changes in these active histone marks, suggesting a different mechanism of transcriptional de-repression or activation (Supplemental Figure S4). We also performed NOD-specific super enhancer analysis using H3K27ac ChIP-Seq signals in NOD ES cells [36] and found a subset of top super enhancers, Pcmtd1, CD16 and Igfbp2, which were previously implicated in diabetes genome-wide association studies (GWAS) [37,38] (Figure 4d). We observed an increase in H3K27ac marks in Pcmtd1, Fcgr3 and Igfbp2 (Figure 4e). This suggests that genes that may be involved in diabetes are marked by active enhancer marks.

### 2.6. NOD ES Cells Secrete Inflammatory Cytokines and Chemokines

To investigate potential cytokine and chemokine secretion by NOD ES cells, we performed a multiplexed antibody-based immunoassay using Luminex xMAP mouse panels (Biorad) on cultured medium from NOD and B6 ES cells. These cytokines are implicated in inflammation and the regulation of many immune cell types and immune responses [39]. Given that we had identified several differentially expressed pattern recognition receptor (PRR) genes that are implicated in innate immune responses, we determined whether diabetes-prone NOD ES cells respond differently to inflammatory triggers compared to B6. To do so, we determined secreted cytokines upon treatment of NOD and B6 ES cells with CpG (recognized by Toll-like receptor 9, TLR9), Flagellin (recognized by TLR5), iE-DAP (recognized by Nucleotide-binding oligomerization domain-containing protein 1, NOD1), LPS (recognized by TLR4) and poly(AT), which can bind to cGAS (Cyclic GMP-AMP synthase), AIM2 (absent in melanoma 2), DAI (DNA-dependent activator of IFN-regulatory factors, also known as Z-DNA-binding protein 1, ZBP1), DDX41 (DEAD-Box Helicase 41), IFI16 (Interferon Gamma Inducible Protein 16) and LRRFIP1 (LRR Binding FLII Interacting Protein 1) (Figure 5 and Figure S5b). We found that MIP2 (CXCL2) and MIP3A(CCL20) are specifically and significantly secreted more by NOD ES cells upon LPS stimulation when compared to B6 (Figure 5a,b). As shown in Figure 5c, KC(CXCL1) baseline secretion was higher in NOD ES cells, compared to B6 ES cells but not significantly. However, upon stimulation with LPS and Flagellin, a significant increase in secretion was observed compared to B6 ES cells and baseline NOD secretion (Figure 5c). Strikingly, B6 ES cells did not respond to stimulation with LPS or Flagellin. Instead, B6 ES cells responded with a robust secretion of RANTES (CCL5) after sensing poly(AT) (Figure 5d).

## 3. Discussion

Embryonic stem cells are a critical tool to study development, pluripotency, differentiation and epigenetic reprogramming. ES cells and iPS (induced pluripotent stem) cells hold great promise to generate patient-specific cells and eventually organs to treat various diseases, including degenerative and possibly autoimmune diseases.

Here, we report on the derivation and characterization of novel mouse ES cells from diabetes-prone NOD and diabetes-resistant B6 strains. Strikingly, one of the most differentially overexpressed genes in NOD ES cells was γ-Crystallin D (Figure 1). NOD is a sister line of the cataract-prone Shionogi (CTS) line. Among the various clinical forms of inherited cataract in humans, several have been linked to mutations and aberrant expression of γ-Crystallin D [29,30]. We hypothesize that one of the factors pre-disposing CTS to develop cataract might be dysregulation of γ-Crystallin D, and that NOD has inherited this epigenetic trait.

As mentioned above, an extensive breeding program in which diabetes-prone NOD mice were crossed with various diabetes-resistant strains (e.g., B6 and B10) was implemented to identify genomic regions which cause diabetic phenotypes when present in the aforementioned healthy strains. These studies led to the identification of Idd loci that are likely to play important roles in mediating the genetic predisposition to T1D in NOD mice. A closer look at the differentially expressed genes in NOD ES cells revealed 58 genes located within the known Idd loci (Figure 2). Specifically, we found that some of the immune-related genes involved in adaptive and innate immunity are differentially expressed in diabetes-prone NOD and diabetes-resistant B6 ES cells are grouped into one of the TADs within Idd/MHC region. We analyzed chromosomal interaction in the Idd1/MHC region using published HiC data in mouse ES cells [31,32] and found that there are eight topologically associated domains (TADs) (Figure 2b and Figure S3a). Idd genes that are up-regulated in NOD ES cells were found to be located in the same TADs within the larger Idd regions. The TADs identified in the Idd4.2Q, Idd9.1 and Idd16.1 regions are displayed in Figure S3b–d, with genes that are activated in NOD ES cells highlighted. Tlr2 and Pycard are up-regulated in NOD ES cells, which is consistent with previous reports on their involvement in inflammation and diabetes [40,41,42].

On the contrary, Aim2 was found to be down-regulated in NOD compared to B6 ES cells, and was previously shown to be protective for B6 mice from developing diabetes in the presence of Steptozotocin [43], supporting the gene expression profiles predisposing to diabetes in NOD mice. Interestingly, diabetes-resistant B6 ES cells differentially overexpressed other immune-related genes, while a different set of immune-related genes was expressed at equal levels in both ES cells. This suggests that both a diabetes-prone and a diabetes-resistant epigenetic trait might be inherited.

In order to analyze differentially expressed genes in early pre-implantation, we performed RNA-Seq in blastocysts from both the diabetes-prone NOD and the diabetes-resistant strain B6 (Figure 3). 

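Ifngr1, which encodes a chain of the interferon gamma receptor, and Il22ra2, which encodes a soluble receptor for interleukin 22, lie next to each other on chromosome 10 of mm10. Ifngr1 (NM_010511, 19591958 to 19610225) had 6 counts in the B6 library, 1387 in NOD 1 and 1040 in NOD 2. Its level was 0.440 CPM in B6 and 36.3 ± 8.06 in NOD (SD, n = 2), a ratio of 82.2 with an exact 95% counting interval from 37.7 to 224. The log2 fold change was 6.35 (standard error 0.66, adjusted p = 0.0204 from edgeR). Il22ra2 (NM_178258, 19622028 to 19634681) had 0 counts in B6, 970 in NOD 1 and 879 in NOD 2. This is 27.6 ± 2.49 CPM in NOD, at least 125-fold higher than in B6 (adjusted p = 0.0196).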

Strikingly, we were able to show that diabetes-prone pre-implantation embryos from NOD mice differentially overexpressed some of the previously identified immune-related genes, such as Ifngr1 and Il22ra2. Even more fascinating was the identification of Idd-genes, such as MHC-II. 

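Beyond the genes of Figure 3a, the class II genes H2-Eb1 and H2-DMb2 were up-regulated in NOD blastocysts. H2-Eb1 (NM_010382, chromosome 17, 34305867 to 34316674) had 13 counts in B6 and 36.9 ± 9.82 CPM in NOD (SD, n = 2), a ratio of 38.5 with a counting interval from 22.5 to 72.5 (edgeR adjusted p = 0.0216). H2-DMb2 (NM_010388, chromosome 17, 34145416 to 34151095) had 0 counts in B6 and 22.9 ± 2.69 CPM in NOD, at least 104-fold higher (adjusted p = 0.0196). It shares 31.4% of its 50-base words with other genes. H2-Oa did not pass the threshold, with a log2 fold change of -0.87 (standard error 0.82, adjusted p = 0.450). Its value was -2.18 from NOD 1 alone and -0.19 from NOD 2 alone, and its span overlaps BC051537. Cd74 (NM_001042605, chromosome 18, 60803849 to 60812652) encodes the invariant chain that accompanies class II molecules. It had 6 counts in B6 and 180.9 ± 37.7 CPM in NOD, a ratio of 410 (188 to 1117, adjusted p = 0.0190), and its span contains Mir5107. Ciita (NM_001243760, chromosome 16, 10480072 to 10527564), the transactivator of class II genes, had 5 counts in B6, 80 in NOD 1 and 35 in NOD 2. Its ratio of 4.67 (1.94 to 14.7) did not pass the threshold (adjusted p = 0.320).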

As stated above, MHC-II is the gene with the strongest diabetes association. Based on our STRING analysis, we were able to identify a cluster of genes involved in, e.g., antigen processing and presentation as well as protein folding.

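Among genes for protein folding and peptide loading, Pdia3 (NM_007952, chromosome 2, 121413902 to 121438686) rose from 194.6 CPM in B6 (2651 counts) to 1682 ± 60.6 in NOD (SD, n = 2). Its log2 fold change was 3.11 (standard error 0.22, adjusted p = 0.0190 from edgeR). Calr (NM_007591, chromosome 8, 84842088 to 84846931) rose from 371.2 CPM to 870.9 ± 127.1, a log2 fold change of 1.23 (standard error 0.24, adjusted p = 0.0372). With total counts only its log2 fold change was 1.05 and the call was lost (adjusted p = 0.0559, over its alternatives from 2.33e-04 to 0.0842). Canx did not pass the threshold, with 466.7 CPM in B6 and 696.0 ± 213.5 in NOD (adjusted p = 0.247). Psmb9, a subunit of the immunoproteasome (NM_013585, chromosome 17, 34182099 to 34187330), had 13 counts in B6 and 15.1 ± 3.78 CPM in NOD, a ratio of 15.9 with a counting interval from 9.24 to 29.9 (adjusted p = 0.0343). B2m, whose span overlaps Patl2, had 66.5 CPM in B6 and 120.7 ± 9.55 in NOD (adjusted p = 0.102).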

We hypothesize that the premature activation of the immune-related genes in NOD ES cells may also be accompanied by the modulation of the chromatin states. We performed H3K4me3 and H3K27ac ChIP-Seq experiments to identify gene promoters and enhancers marked by these active histone modifications. We found that a subset of activated genes in NOD ES cells is also marked by increased H3K4me3 and H3K27ac ChIP-Seq signals as compared to B6 ES cells. Interestingly, increased H3K4me3 and H3K27ac in up-regulated genes in NOD ES cells correlate to promoters with lower CpG content (Figure 4a, Figure S4). Using H3K27ac ChIP-Seq signals, we also identify super enhancers specific in NOD ES cells. When we examined the super enhancers in NOD ES cells, we found that Pcmtd1, Fcgr3 and Igfbp2 are implicated in human diabetes from GWAS studies. Moreover, NOD mice with deficient Fcgr3 exert a protective effect against diabetes, suggesting Fcgr3′s role in the pathogenesis of diabetes in NOD mice [44]. Circulating Igfbp2 protein is up-regulated in type-1 diabetic patients, suggesting increased risks [45,46]. Together, NOD ES cells display modified chromatin and transcriptional states favoring the activation of immune-related genes.

Among the genes that we identified to be differentially expressed in NOD and B6 ES cells, many were known to be involved in innate and adaptive immune responses. While some cytokines promote a tolerogenic environment, such as TGF-b or IL-10, others are known to support a diabetogenic environment, such as TNF and IL-6 [47]. Thus, we investigated whether NOD and B6 ES cells are already capable of responding to certain triggers of the innate immune system, and consequently might secret cytokines. Strikingly, in addition to gene expression and chromatin states, we also found that NOD and B6 ES cells secreted different inflammatory cytokines and chemokines upon stimulation of PRRs. In the presence of LPS, which mimics bacterial infections, NOD ES cells were induced to secret high levels of MIP2, MIP3A and KC contrary to B6 ES cells. The induction of MIP2 secretion in NOD ES cells is consistent with a previous report on MIP2 induction upon LPS injection in a chemically induced diabetic mouse model [48]. Moreover, it was previously observed that the inflammatory effect of bacterial infection is prolonged in the db/db mouse model, which might be explained, in part, by the stronger induction of MIP2 by LPS in our experiments [49]. Additionally, an increase in KC secretion by NOD ES cells was also observed upon stimulation with Flagellin. [39,48,49,50,51]

## 4. Materials and Methods

### 4.1. Mice, Preimplantation Embryos and ES Cell Derivation

All animal experiments were approved by the Scripps Research Institute Institutional Animal Care and Use Committee. Embryonic stem cells were derived from blastocysts isolated from C57BL/6, NOD and NZB mice and cultured in the presence of 2i inhibitors for MEK and GSK3 (PD032590 and CHIR99021), as described previously [16,23,24]. For germline transmission test, B6 ES cells were injected into albino blastocysts. Resulting chimeric mice were crossed with albino mice. Non-albino offspring indicated germline transmission of B6 ES cells. B NOD ES cells were injected in non-albino blastocysts. Resulting chimeric mice were bred with albino mice. Albino offspring indicated germline transmission of NOD ES cells.

### 4.2. Alkaline Phosphatase Detection

Alkaline phosphatase staining was performed according to the manufacturer’s instructions (SigmaAldrich, St. Louis, MO, USA).

### 4.3. Embryoid Body Formation

NOD or B6 ES cells were cultured in 2i conditions until about 80–90% confluent. ES cells were then trypsinized and plated at 50 to 60 thousand cells per cm^2^ on low-binding 6-well culture plates, with shaking overnight at room temperature at 95 rpm in ES culture media without 2i.

### 4.4. Quantitative Real-Time PCR

RNA was isolated from NOD or B6 ES cells using the NucleoSpin RNA mini kit for RNA purification (Macherey-Nagel, Düren, Germany). RNA was converted into cDNA using qScript cDNA supermix (Quanta Bioscience, Beverly, MA, USA), 5% of 20ul reaction was used per primer set in quantitative real-time PCR (RT-PCR) using a (Bio-rad, Hercules, CA, USA) real-time PCR instrument. Pluripotency gene primers were previously established [52].

### 4.5. Immunofluorescence

B6 and NOD ES cells were cultured on chamber slides and then fixed with 4% paraformaldehyde for 30 min at room temperature. Fixed cells were then permeabilized with 0.2% Triton-X100 and blocked with goat serum for 2 h at 4 °C. Permeabilized cells were then incubated with primary antibodies (Oct3/4 and Sox2 from Abcam, Cambridge, UK) overnight at 4 °C then incubated with secondary antibodies with Alexa Fluor (ThermoFisher, Waltham, MA, USA) for 1hr prior to imaging on a fluorescence microscope.

### 4.6. Stranded mRNA-Seq

RNA was isolated from B6 and NOD mouse ES cells using Nucleospin RNA kit and treated with DNase according to the manufacturer’s protocol (Machery-Nagel). mRNA-Seq library was prepared using TruSeq stranded mRNA sample prep kit (Illumina, San Diego, CA, USA). Between 17 and 21 million uniquely alignable reads were obtained from each RNA-Seq library. RNA-Seq reads were aligned using STAR (v2.3.0e). Gene expression levels were calculated by integrating read counts on the exons of RefSeq defined genes using HOMER. Cluster 3.0 and Java TreeView were used to cluster the gene expression values with a false discovery rate (FDR) of less than 0.05. Pathway analysis was performed by QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN, Redwood City, CA, USA, www.qiagen.com/ingenuity) software. Pathway analyses were performed on coding genes with two or more-fold change in expression and an FDR less than 0.05. RNA-Seq data are deposited at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) repository, with accession number GSE155045.

### 4.7. Mass Spectrometry

NOD and B6 ES cells were collected using Trypsin EDTA and cell lysates were prepared in radioimmunoprecipitation assay (RIPA) buffer (150 mM NaCl, 50 mM Tris pH 7.5, 1% Triton X-100, 0.5% sodium deoxycholate and 0.1% SDS). Protein concentrations of supernatants were determined by BCA (Thermo Fisher). For each sample, 100 μg of lysate was washed by chloroform/methanol precipitation. Air-dried pellets were resuspended in 1% RapiGest SF (Waters) and brought up in 100 mM HEPES (pH 8.0). Proteins were reduced with 5 mM Tris(2-carboxyethyl)phosphine hydrochloride for 30 min and alkylated with 10 mM iodoacetamide for 30 min at ambient temperature and protected from light. Proteins were digested for 18 hr at 37 °C with 2 μg trypsin (Promega, Madison, WI, USA). After digestion, 20 μg of peptides from each sample was reacted for 1 hr with the appropriate TMT-6plex NHS isobaric reagent (Thermo Fisher) in 40% (*v*/*v*) anhydrous acetonitrile and quenched with 0.4% NH_4_HCO_3_ (*w*/*v*) for 1 hr. Samples with different TMT labels were pooled and acidified with 5% formic acid. Acetonitrile was evaporated on a SpeedVac and debris was removed by centrifugation for 30 min at 20,000× *g*. MudPIT microcolumns were prepared and samples were loaded onto the column offline using a pressure chamber [53]. LCMS/MS analysis was performed using a Q Exactive mass spectrometer equipped with an EASY nLC 1000 (Thermo Fisher). MuDPIT experiments were performed by 5 min sequential injections of 0, 10, 20, 30, 40, 50, 60, 70, 80, 90, 100% buffer C (500 mM ammonium acetate in buffer A) onto the MudPIT column. Each step was followed by a gradient from buffer A (95% water, 5% acetonitrile, 0.1% formic acid, *v*/*v*/*v*) to buffer B (20% water, 80% acetonitrile, 0.1% fomic acid, *v*/*v*/*v*). Electrospray was performed directly from the analytical column by applying a voltage of 2.5 kV with an inlet capillary temperature of 250 °C and S-lens RF level 50. Data-dependent acquisition of MS/MS spectra was performed with the following settings: eluted peptides were scanned from 400 to 1800 *m*/*z* with a resolution of 70,000; AGC target 1e5, max. IT 10ms and the mass spectrometer in a data-dependent acquisition mode. The top ten peaks for each full scan were fragmented by HCD using a normalized collision energy of 30%, isolation window of 2.0 *m*/*z*, a resolution of 17,500, AGC target 1e5 and max. IT 120ms, and scanned from 100 to 1800 *m*/*z*. Dynamic exclusion duration was set to 60 s. Peptide identification and TMT-based protein quantification was performed using the Integrated Proteomics Pipeline Suite IP2 (Integrated Proteomics Applications, Inc., San Diego, CA, USA) and modules ProLuCID, DTASelect and Census [54]. MS2 spectra were extracted from Thermo XCalibur.raw file format using RawConverter [55]. Spectra were searched using ProLuCID against a Uniprot mouse proteome database. The database was curated to remove redundant protein and splice-isoforms. Searches were carried out using a decoy database of reversed peptide sequences and the following search parameters: 50 ppm peptide precursor tolerance, 0.6 Da fragment mass tolerance, 6 amino acid minimum peptide length, trypsin cleavage (max. 2 missed cleavage events), static Cys modification of 57.0215 (carbamidomethylation) and static N-terminal and Lys modification of 229.1629 (TMT-6plex). ProLuCID search results were filtered using DTASelect using combined XCorr and DeltaCN scores to minimize the peptide false discovery rate at 1% and a minimum of 2 peptides per protein ID. TMT reporter ion intensities were extracted in Census using a mass tolerance of 0.05 Da, normalized across TMT channels based on total peptide abundance and then summed for individual peptides belonging to the same protein. Protein abundances were log-transformed and scaled to a common pooled reference channel that was included in each mass spectrometry sample. Expression changes were calculated as the difference between mean log2 abundances of B6 and NOD samples. Significant expression changes were accessed by unpaired student t-test followed by Benjamini–Hochberg multiple testing correction. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consorium via the PRIDE [56] partner repository with the dataset identifier PXD020055.

### 4.8. Low Input RNA-Seq and Analysis

SMART-Seq v4 Ultra Low Input RNA kit for Sequencing (Takara Bio, Kusatsu, Japan) was used to prepare low-input RNA-Seq libraries in pre-implantation embryos according to the manufacturer’s instructions. Single ICMs were stored in lysis buffer (10% Triton X-100 in water, with RNasin Plus RNase inhibitor (5% *v*/*v*)), flash-frozen and stored in -80C until library preparation. Reverse-transcribed cDNA was amplified with 19 cycles of PCR, quantified by Agilent Tapestation and then processed using Nextera XT DNA Library Preparation Kit (Illumina, San Diego, CA, USA). Libraries were sequenced on HiSeq 2500 (Illumina). Raw data were aligned to the mouse reference genome (mm10) using STAR (v2.4.2a) [57]. Differential gene expression analysis was performed using the HOMER software pipeline (v4.8) [58]. Functional protein association networks analysis was performed using STRING [59]. Gene enrichment analysis was performed using Database for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics Resources (v6.7) [60]. Low-input RNA-Seq data are deposited at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) repository, with accession number GSE155044.

### 4.9. Chromatin Immunoprecipitation Coupled with Sequencing (ChIP-Seq)

ChIP-Seq experiments on ES cells were carried out similarly as described previously [34,61]. Briefly, ES cells were cross-linked with final 1% formaldehyde, then quenched and washed three times to remove residual formaldehyde. ES cell pellets were aliquoted and flash-frozen in -80C. Cross-linked ES cells were thawed and lysed in 1% SDS lysis buffer. Whole cell lysates were then sonicated on an Epishear Probe Sonicator (Active Motif, Carlsbad, CA, USA) at 10 s on / 30 s off, 40 pulses total on ice. ChIP lysates were then diluted with ChIP dilution buffer and incubated with respective antibodies and magnetic protein A beads overnight. Antibody–DNA complexes were washed with low-salt buffer, LiCl buffer and Tris buffer, then eluted, reverse-cross-linked and prepared into sequencing libraries using NEBNext Ultra II DNA Library prep kit (NEB, Ipswich, MA, USA). Antibodies used were H3K4me3 (Abcam ab8580, lot GR240214-2) and H3K27ac (Active Motif 39133, lot 31814008). ChIP-Seq data were mapped to the mouse reference genome mm10 using bowtie2 then further analyzed using the HOMER ChIP-Seq pipeline with default settings (v4.8) [58]. Super enhancer analysis was carried out using the HOMER super enhancer pipeline. ChIP-Seq data are deposited at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) repository, with accession number GSE154458.

### 4.10. Luminex Measurement of Cytokines and Chemokines

Media were collected from ES cell cultures either 24 h after culture without any triggers or 48 h after stimulation with indicated triggers. Then, ES cultures were subjected to multiplexed antibody-based immunoassay using Luminex xMAP mouse panels (Biorad). The concentration of cytokines and chemokines were determined using standard curves, and measurements were performed in triplicates. LPS was administered at 10ug/mL (Sigma). P-values were calculated using unpaired *t* test.

## 5. Conclusions

We report on the derivation and characterization of ES cells from diabetes-prone NOD and diabetes-resistant B6 inbred mouse strains. Strikingly, we found γ-crystalline D and several T1D-associated genes to be overexpressed in NOD. Our findings suggest that susceptibility to both cataract and T1D are genetically and epigenetically inherited in NOD, and that stress/triggers can induce an aberrant expression of disease-relevant genes. Furthermore, great care must be taken when considering patient-derived cells for genetic predisposed diseases, such as deriving pancreatic beta-cells from patients with type-1 diabetes using either induced pluripotent stem cells (iPS) or transdifferentiation approaches, as genetic and epigenetic instability might be triggered in some patients. We hypothesize that ES cells from NOD and B6 can be used to study genetic instability, to identify stressors and triggers, as well as to identify potential molecules that might mediate genetic stability and thus provide a safer approach in using patient-derived cell therapies.

## Figures and Tables

**Figure 1:**
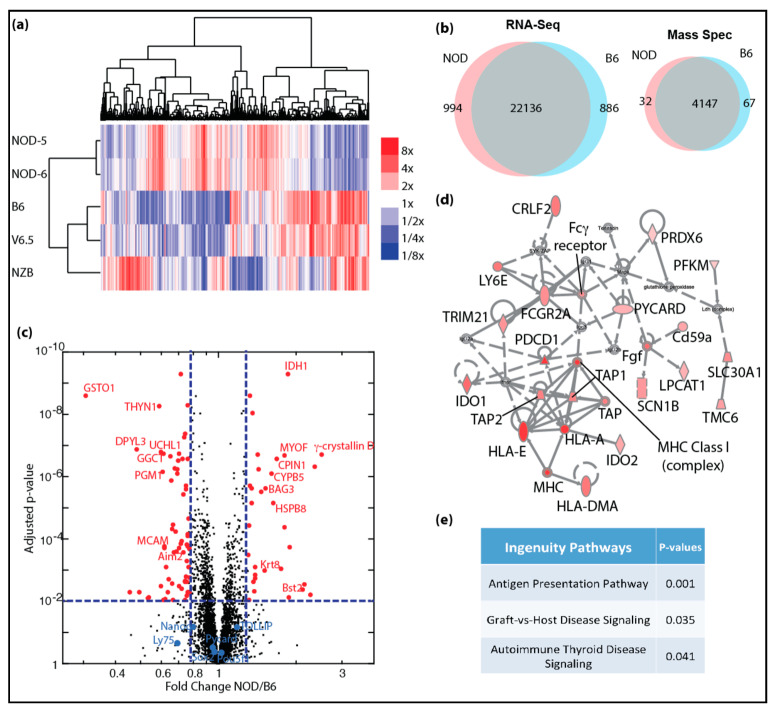
Genome-wide transcriptomic and proteomic analyses of autoimmune-prone ES cell lines: (**a**) heatmap shows clustering of differentially expressing genes identified in mRNA-Seq for NOD, B6, V6.5 and NZB ES cell lines, color scale bar shows expression level relative to average; (**b**) venn diagrams show overlap of genes with similar expression levels (left) and protein expression (right) in NOD and B6 ES cells; (**c**) volcano plot shows significantly increased protein expression in NOD (red dots, right) and in B6 (red dots, left) ES cells. (**d**) Ingenuity pathway analysis shows majority of proteins in the inflammation pathway are up-regulated (red) with 2-fold or more up-regulation and FDR < 0.05. (**e**) Ingenuity canonical pathways that are enriched in genes that are up-regulated in NOD ES cells.

**Figure 2:**
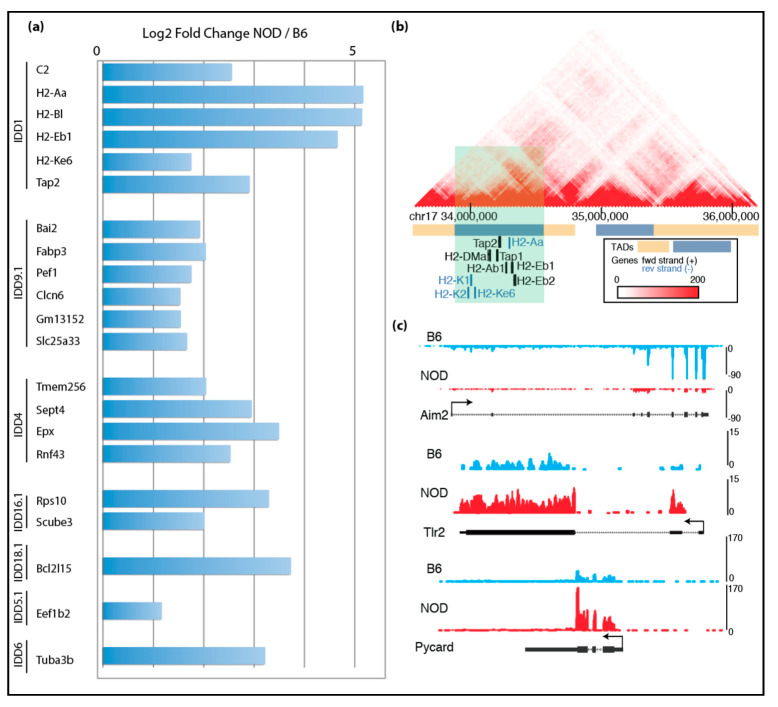
Transcriptomic comparison of NOD and B6 ES cells: (**a**) mRNA-Seq data show up-regulated genes found in Idd regions of NOD ES cells compared to B6 ES cells; (**b**) genes that are up-regulated in NOD Idd1 region belong to the same topological associating domain (TAD); (**c**) UCSC genome browser tracks show that Aim2 is up-regulated in B6 ES cells, while Tlr2 and Pycard are up-regulated in NOD ES cells.

**Figure 3:**
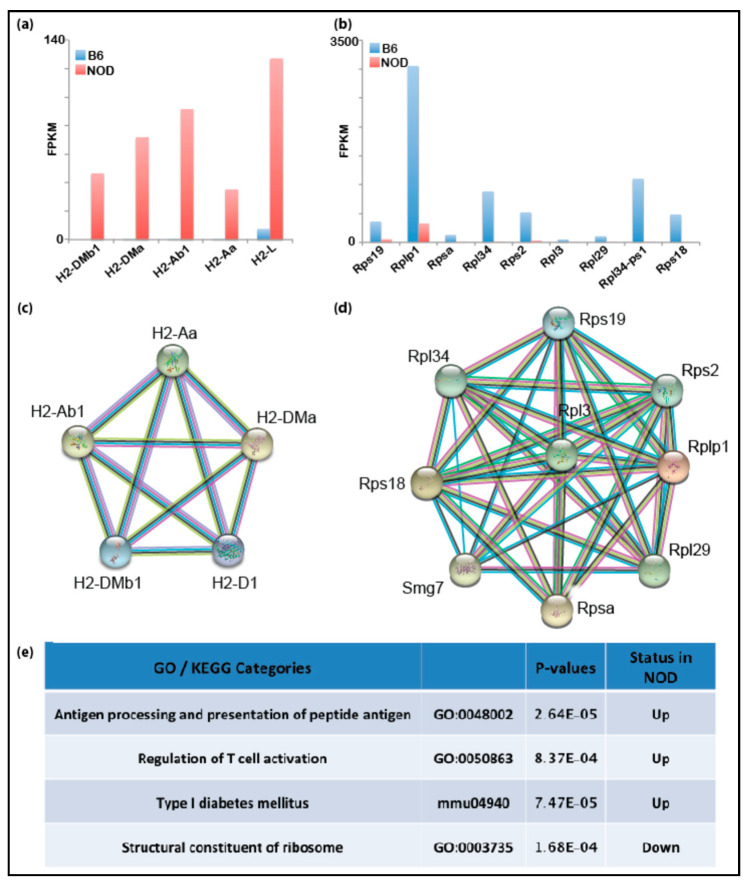
Transcriptomic analyses of NOD and pre-implantation B6 blastocysts: bar graphs show that genes in the Idd1 region that are (**a**) up-regulated in NOD blastocysts or (**b**) in B6 blastocysts. Functional protein association network analysis by STRING shows Idd regions that interact in (**c**) NOD blastocysts and (**d**) B6 blastocysts. (**e**) Gene set enrichment analysis shows that immune-related genes are up-regulated in NOD blastocysts.

**Figure 4:**
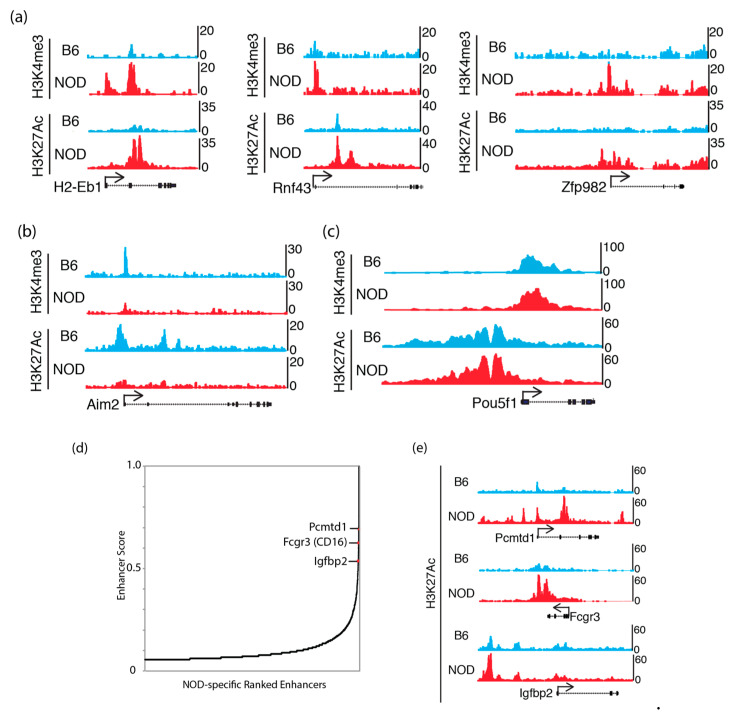
Active chromatin states in NOD and B6 ES cells: UCSC genome browser tracks show H3K4me3 and H3K27ac ChIP-Seq levels that are (**a**) increased at Idd genes: H2-Eb1, Rnf43 and Zfp982 in NOD ES cells; (**b**) increased at Aim2 in B6 ES cells and (**c**) equally enriched at the Pou5f1 (Oct4) promoter in both B6 and NOD ES cells. (**d**) NOD-specific super enhancer analysis using H3K27ac ChIP-Seq signals discovered genes that are implicated in diabetes GWAS studies. (**e**) UCSC genome browser tracks show stronger H3K27ac ChIP-Seq signals at NOD-specific super enhancers compared to B6.

**Figure 5:**
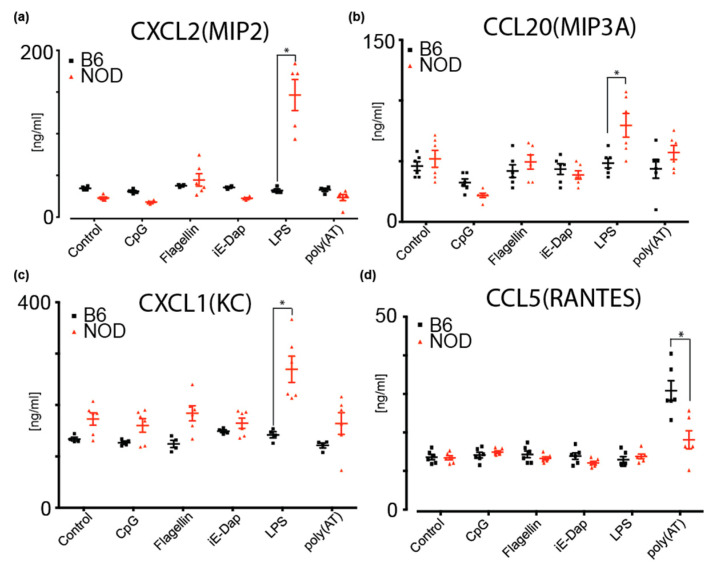
Multiplex ELISA measurements of cytokines and chemokines secreted by B6 or NOD ES cells upon stimulation by various triggers; (**a**) MIP2(CXCL2), (**b**) MIP3A(CCL20) and (**c**) KC(CXCL1) were shown to increase secretion from NOD ES cells upon LPS stimulation compared to B6 ES cells. (**d**) RANTES(CCL5) was shown to secrete more in B6 ES cells compared to NOD ES cells upon poly(AT) stimulation. * *p* < 0.001. Significance was calculated by unpaired t test, *n* = 6.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/16/5743/s1. Figure S1: (a) Alkaline phosphatase expression in NOD and B6 ES cells. (b) NOD and B6 ES cells can form embryoid bodies with similar efficiency. (c) Quantitative real time PCR showed that all ES cells have high expression of pluripotent genes and lack genes that express in the three germ layers indicating differentiation. (d) Immunofluorescence shows similar protein expression level of pluripotent genes in B6 and NOD ES cells. (e) B6 ES cells were injected into albino blastocyst. Resulting chimeric mice were crossed with albino mice. Non-albino offspring (arrow) indicated transmission of B6 ES cells. B NOD ES cells were injected in non-albino blastocysts. Resulting chimeric mice were bred with albino mice. Albino offspring (white circles) indicated germline transmission of NOD ES cells.; Figure S2: Heatmap of all RNA-Seq data from NOD, B6, NZB and V6.5 ES cells compared to RNA-Seq data from various mouse cells and tissues obtained from ENCODE consortium. Figure S3: Hi-C data in mouse ES cells showed TADs identified in (a) Idd1, (b) Idd4.2Q, (c) Idd9.1 and (d) Idd16.1 regions. Figure S4: UCSC genome browser tracks show comparable H3K4me3 ChIP-Seq signals in up-regulated genes with CpG island at their promoters in NOD compared to B6 ES cells. Figure S5: Multiplex ELISA measurements of cytokines and chemokines which were secreted by B6 or NOD ES cells (a) at steady state, or (b) in the presence of various triggers, but show no significance difference upon stimulation by various triggers.

## Abbreviations

NOD	Non-obese diabetic mice
NZB	New Zealand black mice
RNA-Seq	RNA Sequencing

How the deposited data were processed for this re-analysis (not part of the article)

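Gene expression was analysed in 3 low-input RNA-Seq libraries of mouse blastocysts, 1 from B6 and 2 from NOD. The paper's methods describe single ICMs from immunosurgery, and the labels of the libraries describe whole blastocysts. The samples were grouped by strain, on which both descriptions give the same answer. ES cell data were not analysed here. The counting command recorded with the values names 5 libraries, of which the other two, by their names a morula and a positive control, were not used here.

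The authors amplified the cDNA with 19 cycles of PCR, sequenced single-end reads of 50 bases, aligned them to mm10 with STAR and counted them with HOMER. Reads were counted on the exons of RefSeq genes, on both strands together, with 1 transcript kept per gene and without normalization. The values were checked to be whole numbers that sum to a different total in each library. The table holds 24063 genes, of which 7298 had 0 counts in every library. It has no counts on mitochondrially encoded genes. The gene spans overlap those of the GENCODE M21 annotation of GRCm38 for 98.6% of the 22832 genes found in both by symbol, and coordinates are given as in the table. How reads that align to several places were treated is not stated in the paper's text.

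NOD 1 had 2.71 times and NOD 2 2.89 times the counts of the B6 library, which therefore sets the precision. Its floor of 3 counts, the level that a count of 0 allows, is 0.220 CPM, against 0.0908 in NOD 1 and 0.0882 in NOD 2 on the TMM scale. Ratios against a B6 count from 1 to 13 are given with an exact Clopper-Pearson 95% interval, computed from the split of the counts between NOD and B6 and the effective library sizes. Floors and intervals cover counting error only, because reads amplified without molecular identifiers are not independent molecules. Across the genes counted in NOD, the chi-square per degree of freedom between NOD 1 and NOD 2 was 104, far above counting error.

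Analyses were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and in Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6. For the comparison of NOD with B6, genes were kept by edgeR's filterByExpr (minimum count 10), libraries were scaled by TMM factors (1.090 for B6, 0.975 for NOD 1 and 0.941 for NOD 2), and edgeR's quasi-likelihood test was run with legacy set to false, trended dispersion and no robust option. P values were adjusted by the Benjamini-Hochberg method over 14456 genes. A gene was called at an adjusted p under 0.05 and at least a 2-fold change. The paper's text gives no threshold for the blastocysts, and these limits are those of its pathway analysis of ES cells. Fold changes are NOD minus B6 on the log2 scale, fitted with a prior count of 0.125. The median biological coefficient of variation was 0.374, and the prior degrees of freedom were 3.78 beside 1 residual degree of freedom. Each standard error is the log2 fold change divided by the square root of its quasi-likelihood F.

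The test was also run on simulated counts with the same library sizes. All 3 libraries were drawn with the fitted trended dispersion, so that B6 varied like NOD by construction. The simulation therefore cannot test that assumption, and its error rates hold only where the assumption does. With 200 of 14456 genes changed, it called 76, of which 74 were changed and 2 were not, and 4.83% of the unchanged genes had an unadjusted p under 0.05. Among 120 changed genes above 10 CPM, the direction was right for 99.2%. With 2552 genes changed, it called 1697, of which 40 were false.

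Genes named in the text were chosen by a rule: every gene that the paper's text or legends name, every gene shown in Figure 3a and 3b, and the 5 genes with the largest increase and the 5 with the largest decrease among those that passed the threshold with a mean of at least 10 CPM and the same direction in both NOD libraries. Of these, the ones that bear on a claim or an observation are printed. The result for 1 gene is not reported here. The values of Figure 3 had been seen when the rule was written. Rpl7, H2-K2, Rgl2 and Brd2 fall outside the rule and were named after their values were seen. Members of the gene lists are also named beside these, and not each of them is identified as such.

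Gene lists were written by hand before the counts were examined, as were the design and all alternatives except one. The class II, antigen presentation and ribosomal protein lists were nevertheless chosen because the paper reports these groups as changed in its blastocysts. Their tests are therefore not independent of that report. For each list, the median log2 fold change was compared with 10000 random lists of the same size, matched on mean expression alone, on expression and length, or on expression, length and GC content (known for 99.1% of genes). Lists were also tested with limma's camera, with a preset correlation of 0.01, and with fry. Calls in a list were compared with calls among all genes tested by one-sided Fisher's exact tests. The annotation categories of DAVID, the STRING network and pathway annotation were not used here. The share of a transcript's 50-base words that occur in another gene's transcripts was counted in GENCODE M21. FPKM was computed from the listed gene length and the total counts on genes.

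Alternatives were size factors from DESeq2 in the same edgeR test, total counts only, upper-quartile factors, TMM factors without ribosomal protein genes, no filter on low counts, a mean of at least 10 CPM, DESeq2, edgeR's exact test, limma-voom, the robust and legacy options of the quasi-likelihood fit, no minimum fold, each NOD library left out, ribosomal protein pseudogenes added to their list, fry in place of camera, and TMM-scaled FPKM. An alternative chosen after the data had been seen thinned the counts of both NOD libraries to the total of the B6 library.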

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

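Of the tests reported here, those on the depth of the B6 library, on transcripts lost from it, on reads shared between genes, on GC content with length, on summed markers of the ICM and trophectoderm and on interferon genes at the floor were chosen only after the results were seen. The B6 library is the only control, so that a difference between the strains and a difference between this B6 blastocyst and others of its strain both stay open for every result, untested.

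Cd74 and H2-DMb2, which the paper does not discuss, were higher in NOD than in the B6 library, with log2 fold changes of 8.67 and 12.27 (the latter is fitted against a B6 count of 0 and is no bound). They follow the MHC class II genes, on which the tests were made. Reads shared with paralogs were not tested for Cd74 or H2-DMb2, and loss of transcripts was not tested for Cd74. Leukocytes carried over with the embryos would bring their other abundant transcripts, but the highest of Ptprc, Lyz2, Fcer1g, Tyrobp, Ctss, Coro1a and Cd79a reached 0.940 CPM in either NOD library. These 7 genes summed to 0.363 CPM in NOD 1 and 1.03 in NOD 2, against 489.8 and 460.9 for the 6 up-regulated class II genes. Cd74 had been listed with these leukocyte transcripts and was left out of the sum as part of the pattern. Reads that map better in NOD are excluded by direction, since the reference is B6, and the class II median was 9.85 above it. A shift in the share of trophectoderm and ICM would raise the markers of the growing tissue about as much, but summed marker CPM was at most 2.13 times that of B6 (1.69 and 2.13 for the ICM, 1.07 and 0.886 for trophectoderm in NOD 1 and NOD 2), against 393 and 369 times for the 6 class II genes. A change of expression within either tissue stays open. Reads shared between paralogs are argued against by a median of 9.26 in the 5 class II genes with under 10% of their words in another gene. Loss of single transcripts in the B6 library is argued against for the genes as a set, because 1.42% of genes at their NOD level (62 of 4377) had 13 counts or fewer in B6. An interferon response cannot be told apart from other causes. The median of 9 interferon genes tested, 2.10 (1.63 with genes at 0 in B6 at their bound), lay at percentile 82.9 of matched random lists. It was 0.00 from NOD 1 alone and 1.39 from NOD 2 alone, with 3 genes higher and 3 lower in both NOD libraries. The summed CPM of the list was 60.9 in B6, 144 in NOD 1 and 130.5 in NOD 2, and 43.8% of its 16 genes were at or under 3 counts in both NOD libraries.

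Calr, H2-K2, Pdia3, Psmb9 and Rpl7, also outside the genes that the paper discusses, were higher in NOD than in the B6 library. Their log2 fold changes were 1.23 for Calr, 11.54 for H2-K2 (at 0 in B6, at least 62.8-fold higher), 3.11 for Pdia3, 3.98 for Psmb9 and 1.23 for Rpl7. With the NOD libraries thinned to the B6 total, these and Cd74 and H2-DMb2 stayed called, and the lowest of the 7 values was 1.17 (Rpl7), which argues against the lower depth of the B6 library. The calls of Calr and Rpl7 rest on the scaling, since both were lost with total counts only and that of Rpl7 also with upper-quartile factors. Rpl7 shares 53.3% of its words with other genes. For H2-K2, reads of H2-K1 placed on it in NOD cannot be told apart from its own expression. It held 20.3% of the NOD counts on both genes, and the sequences of the NOD alleles were not compared. H2-K2 and Rpl7 were named after their values were seen.

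Among called genes with a mean of at least 10 CPM, those with the largest increases besides H2-DMb1 were Cthrc1, Slc39a2, Fbln5 and Snx7, with fitted log2 fold changes of 14.51, 14.21, 14.06 and 13.76. Each had 0 counts in B6 and counts in both NOD libraries (4452 and 2778 for Cthrc1, 2650 and 3283 for Slc39a2, 2877 and 2436 for Fbln5, 2366 and 1946 for Snx7). The increases were at least 491-fold for Cthrc1, 401-fold for Slc39a2, 360.2-fold for Fbln5 and 292-fold for Snx7. The lower depth of the B6 library is argued against, because their NOD levels would give at least 877 counts at its depth. Loss of single transcripts in the B6 library cannot be told apart from a strain difference. Of 7569 genes at 10 CPM or more in both NOD libraries, 34 were at 0 in B6. By the same count it was 0 of 6994 for NOD 1 and 2 of 7124 for NOD 2, and thinning left these numbers as they were. The 2 genes at 0 in NOD 2 were the Y-linked Ddx3y and Eif2s3y, so that they follow the sex of the embryos. An excess in the lone library of its strain is what either loss of transcripts or a strain difference would give.

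Mitochondrial ribosomal protein genes, which the paper does not discuss, had a median log2 fold change of 0.58 above the B6 library, with 55 of 77 genes higher in both NOD libraries. This may follow from GC content and length, since random lists matched on expression, length and GC content put the median at percentile 57.6, against 85.2 when matched on expression alone. Across all genes tested, Spearman's rho of the log2 fold change was -0.18 with length and -0.22 with GC content (genes are not independent replicates). Between NOD 2 and NOD 1 it was -0.16 with length and -0.0092 with GC content, so that the length trend also appears between replicates of NOD.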

How the results depend on the processing

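Thinning the NOD libraries was the only alternative chosen after the results were seen. No paired analysis was possible because a single B6 library was compared with 2 NOD libraries. For the same reason, leaving out a NOD library gives fold changes with no test, and no count of called genes.

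In the test as reported, 2552 genes were called, 1483 higher and 1069 lower in NOD. With no filter on low counts the number was 0 (0 higher, 0 lower), with 16765 genes tested, a smallest adjusted p of 0.0649 and 5568 genes at an unadjusted p under 0.05. With limma-voom it was also 0 (0 higher, 0 lower), with 3924 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0501. DESeq2 called 4252 genes (2365 higher, 1887 lower), of which 2535 are among the 2552. Genes called lower were 701 with upper-quartile factors, 1684 with a mean of at least 10 CPM, 1812 with edgeR's exact test and 1612 with the legacy option. The filter at 10 CPM tests 8474 genes. In each case the cause was not tested. The total stayed within 1.5 times of 2552 under the other alternatives, from 1717 with upper-quartile factors to 3809 with the exact test, and was 3135 after thinning. All 1717 genes called with upper-quartile factors were among the 2552.

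With both NOD libraries, the median of the MHC class II list ranged from 9.28 with limma-voom to 9.87 with no filter, and that of the ribosomal protein list from -1.08 with total counts only to -0.87 with no filter. Both kept their direction and a camera p under 0.05 in all alternatives with a test. Likewise, the antigen presentation median ranged from 2.13 with limma-voom to 3.14 with no filter, and the mitochondrial median from 0.39 with total counts only to 0.60 with no filter. With fry in place of camera, the mitochondrial list, with the same median of 0.58, no longer passed before adjustment (unadjusted p = 0.0676), and after adjustment over 20 lists none of the 4 lists passed. With a NOD replicate left out, the class II median was 9.72 to 9.95, the ribosomal protein median -0.94 to -0.85, the antigen presentation median 2.57 to 3.07 and the mitochondrial median 0.57 to 0.61. The cause of these moves was not tested.

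Of the 43 called genes among those chosen to be named, no direction reversed. All 43 kept their call with DESeq2, its size factors in edgeR, the exact test, TMM without ribosomal protein genes, the robust and legacy options and after thinning, as did the 39 with a value at 10 CPM. All 43 lost it with limma-voom and with no filter. Calr and Rpl7 lost it with total counts only, and Brd2, Fcgr3 and Rpl7 with upper-quartile factors. Among genes not called as reported, Nanog passed in 4 alternatives (DESeq2, exact test, legacy option and 10 CPM), Pycard with DESeq2 and at 10 CPM, and Tlr2 with DESeq2. Leaving out NOD 1 moved 8 of the 43 by more than the spread between the NOD libraries, and leaving out NOD 2 moved 7.

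Depth limits the B6 side. A gene at 0 there may still be at up to 0.220 CPM, and the fitted fold change of such a gene depends on the prior count. H2-DMb2, for example, moved from 12.27 to 11.08 after thinning.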

Differences from the paper's values

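No test chosen after the results were seen is used here. The FPKM in Figure 3a and 3b were read by eye from bars, some of them only a few pixels high, and the paper's text gives no error or number of libraries for them. Of 10 values compared for B6, 9 differed by more than 1.5 times, and of 7 for NOD, 1 did. The paper's value was the lower one in each of these pairs, with a median ratio to the recomputed FPKM of 0.588 in B6 (0.432 to 0.763) and 0.807 in NOD (0.554 to 0.831).

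For H2-L in B6, the paper's value is about 7 in Fig. 3a, read by eye, and the recomputed FPKM was 12.2. In Fig. 3b, also read by eye, the paper's B6 value is about 350 for Rps19 (recomputed 596.8), about 3100 for Rplp1 (5034), about 120 for Rpsa (218.5), about 510 for Rps2 (861.8), about 37 for Rpl3 (85.7), about 92 for Rpl29 (182.4), about 1100 for Rpl34-ps1 (1816) and about 470 for Rps18 (796.4). For Rps19 in NOD, the paper's value is about 40 in Fig. 3b, read by eye, and the recomputed FPKM was 72.2 ± 12.6 (SD, n = 2).

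Of the alternatives set before the data were examined, TMM-scaled library sizes brought Rplp1 in B6 to 4620, within 1.5 times of the paper's value, and left the other differences above that limit. For Rps19 in NOD, neither TMM scaling (75.2) nor leaving out NOD 1 (63.3) or NOD 2 (81.2) removed the difference.

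The direction between the strains was that of Figure 3 for every gene shown in its panels a and b. The legend of Figure 3 places the genes of both panels in the Idd1 region. By the coordinates of the count table, of the genes in Figure 3b only Rps18 lies between 33.9 and 34.4 Mb of chromosome 17. Rps2 lies at 24720063 on that chromosome, Rps19 on chromosome 7, Rplp1, Rpsa and Rpl29 on chromosome 9, Rpl34 and Rpl34-ps1 on chromosome 3 and Rpl3 on chromosome 15. All the genes of Figure 3a lie on chromosome 17 between H2-DMa, at 34122832, and H2-L, which ends at 35266730.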

Other observations

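The tests on depth, GC content, reads shared with pseudogenes, variants between the strains, reads of H2-K1 and neighbouring genes were chosen only after the results were seen, whereas those on chance, transcript length and the yield of the ribosomal protein class were not. Pseudogenes and strain variants had been set as a single test, which was split after the results were seen.

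Chance cannot be excluded for the number of called genes, because 3 libraries allow only 3 splits into 1 and 2. The real split was 1 of 3 with as many called genes, with 2552. The splits with NOD 1 or NOD 2 as the lone library called 0 genes in edgeR, with 128 and 86 genes at an unadjusted p under 0.05. The lower depth of the B6 library is argued against as the source of this number, since thinning the NOD libraries to its total gave 3135 called genes. Differences between strains, embryos and library preparations stay open.

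The ribosomal protein genes were lower in NOD as a class, and a lower yield of the whole class in the NOD libraries would give this too, with 58 of 79 genes lower in both NOD libraries (73.4%, against 39.4% of all genes). Other explanations are argued against by the tables. Short transcripts recovered differently would lower other short genes, yet the median lay at percentile 0.0 of random lists matched on expression and length, whose own median was 0.35. GC content would do the same, and the percentile was also 0.0 with GC content matched. Reads shared with pseudogenes would lower the genes with many copies, yet the 39 genes with the smaller share of words in common with another gene had a median of -0.96, against -0.82 for the other 40. Across the 79 genes, Spearman's rho between that share and the log2 fold change was 0.18 (permutation test, p = 0.107, genes are not independent replicates). A strain difference in ribosome synthesis stays open and was not tested. Of the 79 genes, 3 fell by more than 5 on the log2 scale (Rps18, Rpl29 and Rpl3). For these, a strain variant against the reference cannot be told apart from lower expression, because the counts carry no sequence. They share 86.7%, 66.2% and 85.6% of their words with another gene, above the median of 51.8% for the list. The comparison of medians does not speak for them, and shared reads stay open there too. With the 7 pseudogenes of the table added, the list held 85 genes tested with a median of -0.95, of which 29 were down-regulated.

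Neighbouring genes were called together more often than shuffled calls would give. Of 12552 pairs of neighbours that do not overlap and have different symbol stems, both genes were called higher in NOD in 171, against a mean of 136.8 (116 to 158) when calls were shuffled among genes of like expression (permutation test, p = 7e-04). With neighbours of one symbol stem included there were 191, against 141.3 (permutation test, p = 0.0001, the smallest that 10000 shuffles can give). Pairs called lower numbered 79, against 70.4 (permutation test, p = 0.149). A candidate explanation is that regions of the genome differ between the strains, of which the pair Ifngr1 and Il22ra2 would be an example, but neighbours that are regulated together would give the same pattern in any comparison of embryos.

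H2-K1 fell by 3.13 on the log2 scale (standard error 0.23, adjusted p = 0.0191 from edgeR), from 478.5 CPM in B6 to 54.5 ± 3.90 in NOD, against the direction of H2-L and H2-D1. Reads of H2-K1 placed on H2-K2 in NOD are argued against as the whole cause, since H2-K2 gained 3.26% of the CPM that H2-K1 lacked. Other class I genes were not examined as places for these reads. H2-D1 (86.1 CPM in B6, 345.6 in NOD) and H2-L (11.8 and 171.7) rose, so that misplaced reads stay open for all of them. A variant in the NOD allele was not tested.

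The libraries differed in the sex of the embryo. Ddx3y had 1476 counts in B6, 3721 in NOD 1 and 0 in NOD 2, and Eif2s3y, Kdm5d and Uty were likewise at 0 in NOD 2 alone. Xist had 271 counts in B6, 67 in NOD 1 and 4017 in NOD 2, and it shares its span with Tsix, counted on both strands (54, 63 and 1953). The log2 median was -0.69 for the 4 Y-linked genes (0.31 from NOD 1 alone, with all 4 at 0 in NOD 2) and 2.25 for Xist with Tsix (-2.17 from NOD 1 alone and 3.21 from NOD 2 alone), so that neither gives a direction for the strain.

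Some genes that the paper discusses in ES cells had counts in the blastocysts. Pycard went from 74.6 CPM in B6 to 34.7 ± 2.82 in NOD (log2 fold change -1.10, adjusted p = 0.0821 from edgeR). Tlr2 had 0 counts in B6, 17 in NOD 1 and 146 in NOD 2 (adjusted p = 0.102), and Aim2 had 0, 75 and 0. Crygd had 0, 12 and 7, and Il6 had 0, 123 and 31 (adjusted p = 0.0790). Tap1 had a log2 fold change of -1.25 (adjusted p = 0.352), with -0.55 from NOD 1 alone and -2.65 from NOD 2 alone. Tap2 had a ratio of 7.52 with a counting interval from 2.87 to 27.9 (adjusted p = 0.197). Fcgr3 was called lower in NOD, with a log2 fold change of -3.22 (adjusted p = 0.0470), and lost the call with upper-quartile factors (adjusted p = 0.0585, over its alternatives up to 0.0903). Igfbp2 had -2.54 (adjusted p = 0.137), with -3.90 from NOD 1 alone and -1.85 from NOD 2 alone, and Pcmtd1 had 1.27 (adjusted p = 0.157). Zbp1 was called lower, with -3.16 (adjusted p = 0.0393). Among pluripotency genes, Pou5f1 had 0.58 (adjusted p = 0.195), Nanog 1.23 (adjusted p = 0.0752, called with DESeq2 among others) and Sox2, whose span lies within Sox2ot, was called lower with -2.70 (adjusted p = 0.0327). Tlr4, Tlr5, Tlr9, Tnf, Ccl5, Ccl20, Cxcl1, Cxcl2, Il2ra and Ctla4 had 0 counts in all 3 libraries.

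The lists of marker genes gave medians that mostly lay within those of random lists matched on expression. The median log2 fold change was 0.90 for 12 ICM and epiblast genes (percentile 95.5), -0.24 for 9 primitive endoderm genes (11.0, with a mean of 0.65 of opposite sign, and 0.42 from NOD 1 alone against -0.87 from NOD 2 alone) and -0.23 for 12 trophectoderm genes (8.00, mean -0.01). It was 3.00 for 5 myeloid genes (74.7), or 0.71 with genes at 0 in B6 at their bound, and the whole myeloid list summed to 76.1 CPM in B6, 77.7 in NOD 1 and 51.3 in NOD 2. It was 2.02 for the 1 B cell gene tested, Cd79b (91.4), and 1.53 for 7 T cell genes (52.4). It was 4.06 for 2 dendritic cell genes (81.0), or 1.27 at the bound, 0.95 for 2 cumulus and granulosa genes (12.8), 5.20 for 2 uterus and oviduct genes (90.6), or 2.41 at the bound, 2.79 for 3 erythroid genes (52.6) and 1.86 for 3 genes of the cells resembling the 2-cell stage (65.0). The pair of Cd74 and Ciita had 5.44 (98.3). Single NOD libraries moved several of these medians, to 1.65 from NOD 1 and -0.50 from NOD 2 for the cumulus list, 1.97 and 3.59 for the myeloid list, 1.76 and 2.50 for the T cell list, 2.45 and 4.69 for the dendritic list and 2.02 and 5.12 for the uterus and oviduct list.

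Actb fell by 2.75 on the log2 scale in NOD (standard error 0.17, adjusted p = 0.0190 from edgeR), from 10609 CPM to 1575 ± 206.3. The ribosomal RNA precursor Rn45s took 0.265% of counts in B6, 0.0064% in NOD 1 and 0.0036% in NOD 2. The 10 highest genes took 4.47% of counts in B6, 4.71% in NOD 1 and 4.61% in NOD 2. The counts on genes in both NOD libraries sum to more than the upper limit of reads per library in the labels. Among called genes with a mean of at least 10 CPM, the largest decreases were in Pvrl4 (632 counts in B6 and 0 in both NOD libraries, at least 1037-fold lower against 3 counts over both), Cpt1c (466 counts, then 0 and 1), Dnajb5 (722, then 2 and 0), Vwce (460, then 0 and 2) and Cacna2d3 (519, then 4 and 0).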
